# Aging Relevant Metabolite Itaconate Inhibits Inflammatory Bone Loss

**DOI:** 10.3389/fendo.2022.885879

**Published:** 2022-07-22

**Authors:** Yuting Wang, Song Li, Liming Zhao, Peng Cheng, Jian Liu, Fengjing Guo, Jun Xiao, Wentao Zhu, Anmin Chen

**Keywords:** osteoporosis, aging, inflammation, itaconate, osteoclast

## Abstract

Progressive bone loss during aging makes osteoporosis one of the most common and life impacting conditions in geriatric populations. The bone homeostasis is maintained through persistent remodeling mediated by bone-forming osteoblast and bone-resorbing osteoclast. Inflammaging, a condition characterized by increased pro-inflammatory markers in the blood and other tissues during aging, has been reported to be associated with skeletal stem/progenitor cell dysfunction, which will result in impaired bone formation. However, the role of age-related inflammation and metabolites in regulation of osteoclast remains largely unknown. In the present study, we observed dichotomous phenotypes of anti-inflammatory metabolite itaconate in responding to inflammaging. Itaconate is upregulated in macrophages during aging but has less reactivity in responding to RANKL stimulation in aged macrophages. We confirmed the inhibitory effect of itaconate in regulating osteoclast differentiation and activation, and further verified the rescue role of itaconate in lipopolysaccharides induced inflammatory bone loss animal model. Our findings revealed that itaconate is a crucial regulatory metabolite during inflammaging that inhibits osteoclast to maintain bone homeostasis.

## Introduction

Osteoporosis is a common age-related skeletal disorder characterized by decreased bone mineral density and bone micro-architectural change. These changes lead to bone strength decline and contribute to bone fractures which could be life-threatening for geriatric populations (1). Bone is an active tissue that undergoes persistent remodeling. The maintenance of bone homeostasis relies on the balance of osteoblast mediated bone forming and osteoclast mediated bone resorption (2). Osteoblasts derive from skeletal stem/progenitor cells, whereas osteoclasts derive from hematopoietic monocyte/macrophage lineages (3, 4). Due to age-related stemness loss and/or microenvironment change, the development and activity of osteoblast and osteoclast have been largely remodeled during aging, leading to progressive bone loss and onset of osteoporosis (5, 6).

Immune system serves as the most important protection of organisms, by resisting foreign pathogens and eliminating injured or senescent autologous cells to maintain the homeostasis of our body. Both innate and adaptive immune systems undergo remarkable changes during aging. The most outstanding feature of innate immune system change is low-grade stimulation at basal level, whereas immune incompetent when specific reaction is needed (7, 8). Inflammaging, an emerging concept describing chronic, sterile, and low-grade inflammation during aging, has been shown to contribute to the pathogenesis of various age-related diseases (9, 10). In the skeletal system, aging induced circulating pro-inflammatory factors impair bone regeneration *via* decreased skeletal stem/progenitor cell number and osteogenic function (6). The role of inflammaging in regulating bone-resorbing osteoclast remains largely unknown.

Macrophages lie at the frontline of immune response, play crucial roles in both innate and adaptive immune systems. Accumulation of pro-inflammatory macrophages and release of cytokines in tissue have significant contributions to the inflammaging process (11, 12). Metabolic reprogramming of tricarboxylic acid cycle from oxidative phosphorylation to glycolysis is a hallmark of macrophage activation, generating endogenous metabolites which regulate inflammatory response (13, 14). Itaconate has been identified as one of the most highly induced metabolites during macrophage activation, playing an inhibitory role in inflammation (15, 16). Bone resorbing osteoclasts are derived from monocyte/macrophage lineages and governed by pro-inflammatory cytokines (3). Itaconate may therefore be involved in regulating bone homeostasis especially bone resorption during aging.

Here, we investigated the metabolic remodeling of macrophages during aging, provided insights into the regulatory role of macrophage derived metabolite itaconate in osteoclastogenesis and lipopolysaccharides (LPS) induced inflammatory bone loss.

## Materials and Methods

### Reagents and Antibodies

Antibodies targeting NF-κB pathway (IKKβ, p-IKKα/β, IκBα, p-IκBα, P65)P, p-P65) and MAPK pathway (JNK, p-JNK, ERK, p-ERK, P38, p-P38) were purchased from Cell Signaling Technology (Danvers, MA, USA). Recombinant murine M-CSF (Macrophage Colony-Stimulating Factor) and RANKL (Receptor Activator of Nuclear factor Kappa-β Ligand) were purchased from PeproTech (Rocky Hill, NJ, USA). TRAP staining kit, dimethyl itaconate (DI), and other reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA). Culture mediums and fetal bovine serum (FBS) were obtained from Thermo Fisher Gibco (Waltham, MA, USA).

### Osteoclast Differentiation and Function

Bone marrow derived macrophages (BMMs) were isolated as previously described (17). Briefly, femur and tibia from C57BL/6 mouse were carefully dissected and rinsed in cold PBS before flushing out the bone marrow with α-MEM media containing 30ng/ml recombinant mouse M-CSF at day 0. After being left in a 10-cm dish for 16h in a 37°C incubator supplied with 5% CO_2_, supernatants with unattached cells were transferred to a new 10cm dish at day 1 and cultured for 2 more days to collect attached BMMs before a media change at day 3. BMMs were harvested with trypsin and replated for *in vitro* experiments at day 4. BMMs isolated from 2-month-old mice were used as young BMMs, and BMMs isolated from 2-year-old mice were used as aged BMMs for *in vitro* experiments in this study.

For osteoclast differentiation, BMMs were digested and plated to 96-well plate at the density of 20,000 cells per well, complete α-MEM media containing 30 ng/ml recombinant mouse M-CSF and 100 ng/ml recombinant mouse RANKL were applied to cells with daily media change until the end point designed by experiments. RAW264.7 cell lines were cultured in complete DMEM media containing 75 ng/ml RANKL for differentiation.

Trap staining kit was purchased from Sigma and performed following the manufacturer’s protocol after being fixed by PFA for identification of mature osteoclasts. Multinuclear (≥3) cells with positive trap staining were considered as mature osteoclast.

F-actin-ring and pit formation assay were performed to analyze the function of mature osteoclast as previously described (17). BMMs were plated on collagen coated plate for primary differentiation with α-MEM media containing 30 ng/ml M-CSF and 100ng/ml RANKL for 6 days before digested with collagenase and replated in Corning osteo assay strip wells. Cells were cultured in α-MEM media containing M-CSF and RANKL with indicated treatments for 3 more days before fixed for immunofluorescent staining and pit analysis. F-actin-tracker green purchased from Invitrogen were applied to the wells and incubated in 25°C for 1h after 4% PFA fixation and followed 0.1% triton-x perforation. 5 times of PBS wash were performed to remove nonspecific binding of actin tracker green and followed by 5 min DAPI staining to label the nuclear. F-actin-ring were imaged with Nikon microscope, and total number per wells were counted regardless of size. The wells were then bleached to remove the cells for pit analysis by quantifying the resorted area in the well.

### Quantitative Real-Time PCR and Western Blotting

Cells for Quantitative real-time PCR analysis were lysed with Trizol Reagent purchased from Invitrogen and RNA were extracted following the manufacturer’s protocol. Then the extracted RNA was reversed with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA, USA). cDNA was used for real-time-qPCR with KAPA SYBR FAST qPCR Kit Master Mix (Kapa Biosystems, Hallandale, FL, USA). The primers listed below were used in real-time PCR to detect indicated genes: GCGAACGCT-GCCACTCA and ATCCAGGCTTGGAAGGTC for mouse IRG1; CTCCCACTCTTCCACCTTCG and TTGCTGTAGCCGTATTCATT for mouse GAPDH; GAAGAAGACTCACCAGAAGCAG and TCCAGGTTATGGGCAGAGATT for mouse CTSK; TCCTTGCAATGTGGATGTTT and CGTCCTT-GAAGA0AATGCAGA for mouse MMP9; TCTTCCGAGTTCACATCCC and GACAGCACCATCTT-CTTCC for mouse NFATc1; GATGCCAGC-GACAAGAGGTT and CATACCAGGGGATGTTGCGAA for mouse TRAP. The relative mRNA levels of target genes were calculated by the 2^–ΔΔ^ *^C^* ^T^ method, with GAPDH as an internal control and normalized to the control group (18).

Cells for Western blotting were lysed in RIPA reagent from Invitrogen supplemented with protease and phosphatase inhibitor. Cell lysates were sonicated and spined at 12000 g for 30 min at 4°C to remove cell debris, then boiled with SDS sample buffer and used for western blotting following CST’s protocol. Antibodies listed above were used to detect target protein. Quantification of protein level was performed with Gel-Pro Analyzer software with at least 3 biological repeats.

### Animals and LPS Induced Inflammatory Bone Loss Model

The use of animals and design of animal experiments were approved by the Institutional Animal Care and Use Committee of Tongji Hospital. All animals were supplied by the University Laboratory Animal Center. LPS induced inflammatory bone loss models were used for the *in vivo* experiments. 24 8-week-old male C57BL/6 mice were randomly assigned to four groups with n=6 in each group: Sham+Veh, Sham+DI, LPS+Veh, LPS+DI. No blinding was used during the experiment. 5mg/kg LPS (in LPS groups) or equal amount of PBS (in Sham groups) were subcutaneously injected on the middle cranial suture at day1 and day4, 30 mg/kg Dimethyl itaconate (in DI groups) or equivalent volume of PBS (in Veh groups) were given daily from day2 to day11 by intraperitoneal injection. The percentage of resorption area were calculated based on reconstructed CT scanning, Trap positive area per section in paraffin slides were used to evaluated osteoclast activity.

### Micro-Computed Tomography (μCT) Imaging

The skulls of mice from animal experiments were scanned with the vivaCT40 μCT instrument (Scanco Medical, Bassersdorf, Switzerland), bone signals were obtained at 100kV and 98μA, with the resolution as 10.5μm. Three dimensional images were reconstituted and analyzed with the built-in software.

### RNA-Sequencing of BMMs

BMMs were cultured with α-MEM in the absence of FBS for 12 h, then changed to complete media supplied with RANKL (100 ng/mL) and DI (20μM) or vehicle for 24 hours. Cells for RNA-sequencing were lysed with Trizol Reagent and submitted to Shanghai Biotechnology Corporation for the following process. Briefly, total RNA was extracted and checked for a RIN number to inspect RNA integrity. Qualified total RNA was further purified by RNAClean XP and RNase-Free DNase Set. The libraries were prepared with VAHTS mRNA-seq v2 Library Prep Kit for Illumina. The libraries were then sequenced with pair-end protocol, average raw bases data was 6Gb.

### Statistical Analysis

All *in vitro* experiments were performed independently with at least three biological repeats, and the results are presented as means ± standard error of the mean (SEM). The animal study was performed under the ARRIVE guidelines. The sample size, randomization, blinding, outcome measures and statistical methods are described in Animals and LPS induced inflammatory bone loss model section. One-way-ANOVA followed by Tukey *post hoc* corrections were used for multigroup comparison. Two-tailed Student’s t test was used for comparisons between 2 groups. In all analyses, P < 0.05 was taken to indicate statistical significance.

## Results

### Aging Associated Osteoclast Activation and Metabolism Remodeling

Osteoporosis is an age-related bone disorder that could be due to decreased bone formation and/or increased bone resorption. Here in this study, we focused on osteoclast and its precursor macrophage during aging. In agreement with previous reports (19, 20), we observed an age-related increase of osteoclastogenesis activity between BMMs isolated from 2-month-old and 2-year-old C57BL/6 male mice in our *in vitro* experiments, indicated by faster osteoclast formation and more osteoclast formed (**Figures 1A, B**).

**Figure 1:**
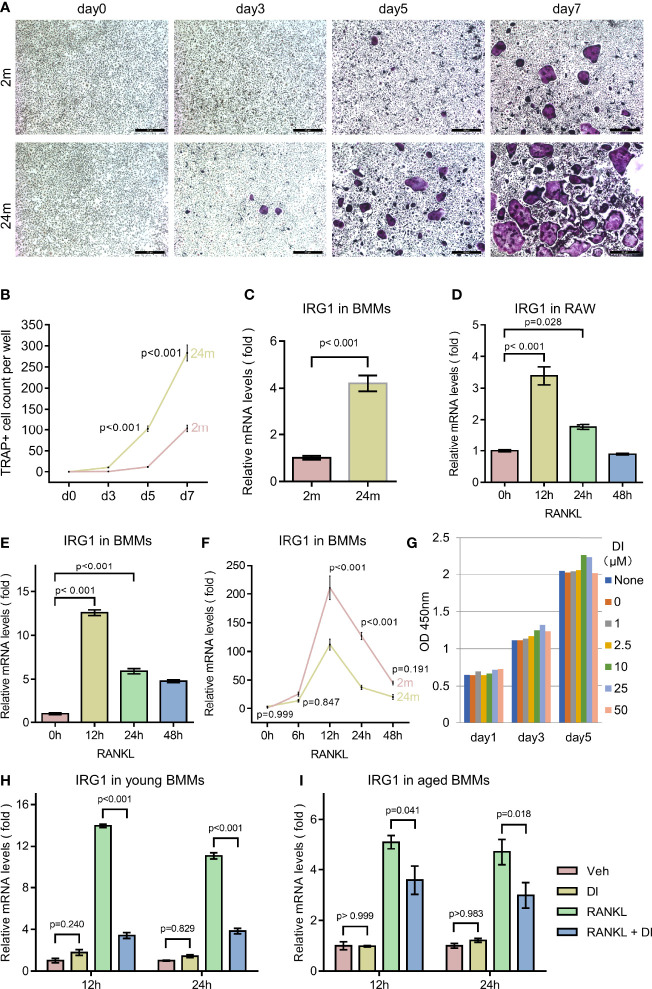
Aging associated osteoclast activation and metabolism remodeling. **(A, B)** BMMs isolated from 2-month-old mice (young) and 24-month-old mice (aged) were cultured with M-CSF and RANKL for the indicated time periods. TRAP staining was performed, and TRAP-positive cells with three or more nuclei were counted (scale bar = 50μm). **(C)** BMMs isolated from mice with indicated age were subjected to RNA extraction without any additional treatment, mRNA levels of IRG1 gene were assessed by q-PCR. **(D)** RAW264.7 cells were cultured in the presence of RANKL for indicated time before RNA extraction, mRNA levels of IRG1 were assessed by q-PCR. **(E)** BMMs isolated from 2-month-old mice were cultured with M-CSF and RANKL for the indicated hours before RNA extraction, mRNA levels of IRG1 were assessed by q-PCR. **(F)** BMMs isolated from young and aged mice were cultured with M-CSF and RANKL for indicated hours before RNA extraction, mRNA levels of IRG1 were assessed by q-PCR. **(G)** BMMs were plated 3000 cells per well with presence of M-CSF and treated with DI at indicated concentration, CCK8 assay were performed at day 1, 3, and 5. **(H, I)** The gene expression level of IRG1 in young **(H)** and aged BMMs **(I)** after DI treatment with or without RANKL was determined by qPCR. Data are presented as the mean ± SEM of three independent experiments with p value indicated in the figure.

Aging has been shown to play an important role both in skewing the osteoclast precursor pool and promoting pro-inflammatory cytokine release in the bone marrow niches (20). While in response to inflammation, macrophage can also initiate metabolic reprogramming of the tricarboxylic acid cycle from oxidative phosphorylation to glycolysis to generate an anti-inflammatory function. To confirm the metabolic remodeling of macrophages during aging, we first test the IRG1/itaconate metabolic pathway. Itaconate is produced during metabolic remodeling, catalyzed by IRG1 encoded enzyme cis-Aconitate decarboxylase. IRG1 gene expression level has been shown to be an indicator of itaconate level (21). We compared IRG1 expression level between BMMs isolated from young and aged mice, observed a significantly increased IRG1 expression level in aged BMMs, indicating a metabolic remodeling status (**Figure 1C**).

Further we wonder if similar metabolic remodeling happens during RANKL induced osteoclastogenesis. We treated primary BMMs as well as macrophage cell line RAW264.7 with RANKL for different time periods. The IRG1 gene expression level increased rapidly to the peak level after 12 h RANKL treatment, then gradually decreased to basal level after 48h (**Figures 1D, E**). Interestingly, when comparing the response of IRG1 expression to RANKL stimulation between young and aged BMMs, we noticed that young BMMs generated higher IRG1 expression level at all time points tested (**Figure 1F**).

These results together suggested that BMMs undergo metabolic remodeling during aging and RANKL induced osteoclastogenesis, however the IRG1/itaconate metabolic pathway is more responsive in young BMMs. Therefore, we suspected that the different basal level and responsive level of the IRG1/itaconate pathway between young and aged BMMs may lead to distinct osteoclast phenotype. Next, we tested if the metabolic remodeling product itaconate plays a role in regulating osteoclastogenesis and activity.

### Itaconate Inhibits RANKL Induced Osteoclast Differentiation and Activation

To exclude the impact of itaconate on BMMs proliferation, we performed cell proliferation and cytotoxicity assay with Cell Counting Kit 8 (CCK8). Membrane permeable dimethyl itaconate (DI) was used in this study, as it has been shown to be the most potent itaconate derivate that stabilizes the anti-inflammatory transcription factor NRF2, inhibits IκBζ and pro-interleukin (IL)-1β induction, as well as IL-6, IL-10 and interferon-β secretion (22–24). In the presence of membrane permeable dimethyl itaconate (DI) up to 50μM, no reduction of cell counting was observed in BMMs (**Figure 1G**).

Several studies indicated that exogenous DI is insufficient to direct convert to endogenous itaconate. However, exogenous DI can increase endogenous itaconate accumulation in LPS stimulated macrophages (22, 25, 26). To test if exogenous DI can regulate the biosynthesis of endogenous itaconate, we performed qPCR for IRG1, the gene encoding enzyme cis-Aconitate decarboxylase which is responsible for itaconate biosynthesis. In resting BMMs, the IRG1 expression was not significantly affected by DI treatment, aligning with previous studies. Interestingly, upon RANKL stimulation, the IRG1 expression level was significantly downregulated by DI treatment in both young and aged BMMs (**Figures 1H, I**). So, it seems unlikely that DI can increase endogenous biosynthesis of itaconate through IRG1 expression in this case. If exogenous DI would be involved and occupy the endogenous itaconate degradation pathway, then prevent the degradation of endogenous itaconate remains unknown. But this could potentially explain the itaconate accumulation upon stimulation while not regulating the biosynthesis of itaconate.

To investigate whether exogenous addition of itaconate could regulate osteoclast formation, we treated both macrophage cell line RAW264.7 and primary BMMs with itaconate during RANKL induced osteoclast differentiation. With TRAP staining, we observed that itaconate treatment significantly inhibited osteoclast differentiation in a dose dependent manner in both RAW264.7 and BMMs (**Figures 2A–D**). At the concentration of 20μM, osteoclast formation was totally blocked in the RAW264.7 cell line. The inhibitory effect of itaconate on osteoclast formation was further verified by q-PCR test showing that the mRNA levels of both osteoclast master transcription factor NFATc1 and osteoclast marker genes CTSK, MMP9 and TRAP were downregulated in the presence of itaconate in the same trend as TRAP staining (**Figures 2E–H**).

**Figure 2:**
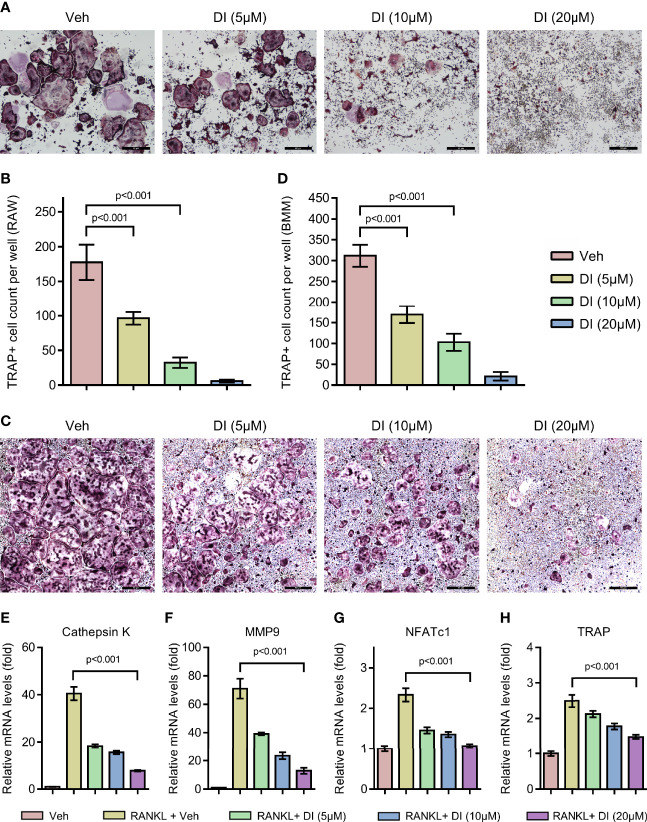
Itaconate inhibits RANKL induced osteoclast differentiation and activation. **(A, B)** RAW264.7 cells were seeded in 96-well plates overnight and then treated with different concentrations of DI or vehicle in the presence of RANKL for 4 days. TRAP staining was performed, and the TRAP-positive cells with three or more nuclei are counted in (scale bar = 50μm). **(C, D)** BMMs were cultured in the presence of M-CSF and RANKL and were treated with vehicle or DI with indicated concentration for 7 days. TRAP staining was performed, and TRAP- positive cells with three or more nuclei are counted in (scale bar = 50μm). **(E–H)** BMMs were treated with different concentrations of DI in the presence of M-CSF and RANKL for 3 days. The mRNA levels of osteoclast-related genes were assessed by qPCR. Data are presented as the mean ± SEM of three independent experiments with p value shown in the figure.

To further study the potential effect of itaconate on osteoclast function, F-actin ring staining and bone resorption pit formation analysis were performed on matured osteoclast. BMMs were induced with RANKL to form matured osteoclasts, those osteoclasts were then plated into Corning osteo assay strip wells and treated with different concentrations of itaconate. F-actin ring staining results showed that the formation of F-actin ring was impaired under the treatment of itaconate at 5μM (**Figures 3A, B**). The quantification of the resorption pits showed that itaconate had a dose-dependent inhibitory effect on osteoclast resorption activity (**Figures 3C, D**).

**Figure 3:**
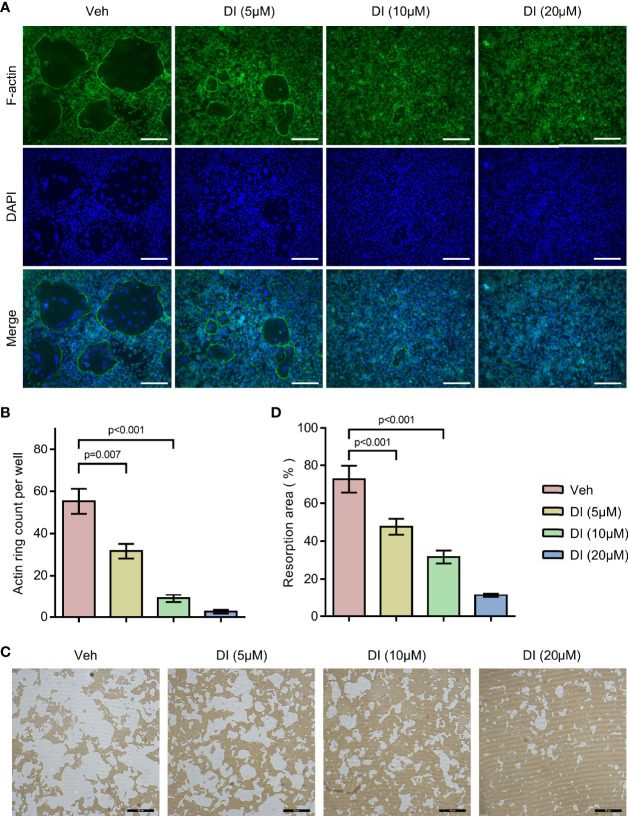
Itaconate inhibits the bone resorption activity of osteoclast. Mature osteoclasts from BMMs were seeded in Corning osteo assay strip wells, and they were treated with different concentrations of DI for 3 days in the presence of M-CSF and RANKL. **(A, B)** F-actin staining was performed. The number of actin rings was quantified (scale bar = 50μm). **(C, D)** Pit formation assays were performed. The resorption areas were quantified (scale bar = 50μm). Data are presented as the mean ± SEM of three independent experiments with p value shown in the figure.

The *in vitro* results revealed that aging or RANKL induced metabolite itaconate serves as a negative regulator of osteoclast differentiation and resorption activity. Further we tested if itaconate could prevent inflammatory bone loss *in vivo*.

### Itaconate Attenuates LPS Induced Inflammatory Bone Loss *In Vivo*

Lipopolysaccharide (LPS) produced by bacteria has been identified as the key mediator of chronic inflammation and has been widely used as an inducer for inflammatory bone loss model (27). We tested whether itaconate treatment could rescue LPS induced inflammatory bone loss in the mouse model. LPS was given subcutaneously on the middle cranial suture and itaconate was given through intraperitoneal injection. μCT scanning and reconstructed images of skulls were used to evaluate bone loss severity. We observed significant bone resorption along the middle cranial suture on the skulls from LPS+Veh group, whereas DI treatment effectively rescued bone resorption induced by LPS in LPS+DI group (**Figure 4A**). The percentage of resorption area of skulls were quantified and showed that circulatory addition of itaconate protected inflammatory bone loss induced by LPS *in vivo* (**Figure 4B**). The inhibitory effect of itaconate on inflammatory bone loss was further confirmed by TRAP staining of sectioned skull slides. The results showed that DI treatment decreased the percentage of TRAP+ area and osteoclast formation induced by LPS (**Figures 4C, D**).

**Figure 4:**
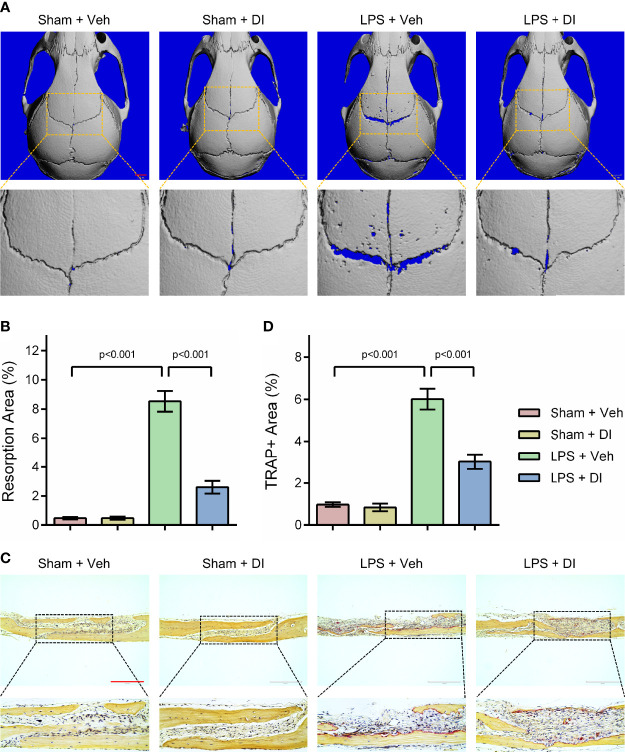
Itaconate attenuates LPS induced inflammatory bone loss *in vivo* **(A, B)** Micro‐CT scanning and subsequent 3D reconstruction of the calvaria bones from the Sham+Veh group, Sham+DI group, LPS+Veh group, and LPS+DI group (scale bar = 1mm). Representative 3D reconstructed images from each group were shown with a blue background. The region of interest was zoomed in and shown below the original 3D reconstructed image, the blue background within the interested area was quantified as a resorption area. **(C)** TRAP staining of calvaria sections from the Sham+Veh group, Sham+DI group, LPS+Veh group, and LPS+DI group (scale bar = 200μm). **(D)** Determination of TRAP (+) area. There were 6 randomly assigned mice in each group. Data are presented as the mean ± SEM of three independent experiments with p value shown in the figure.

### Potential Mechanisms of Inhibitory Effect of Itaconate on Osteoclast

Itaconate has been reported as an anti-inflammation metabolite in macrophages by activating Nrf2 and inhibiting COX2 expression (24, 28). To explore the mechanism underlying itaconate regulated BMMs during osteoclastogenesis, two key signaling pathways related to osteoclast differentiation were assessed by western blot. The results showed that itaconate inhibits the activation of the NF-κB and MAPK pathways by inhibiting phosphorylation of IKKs, IκBα, P65, JNK, and P38, but not ERK protein (**Figures 5A–C**).

**Figure 5:**
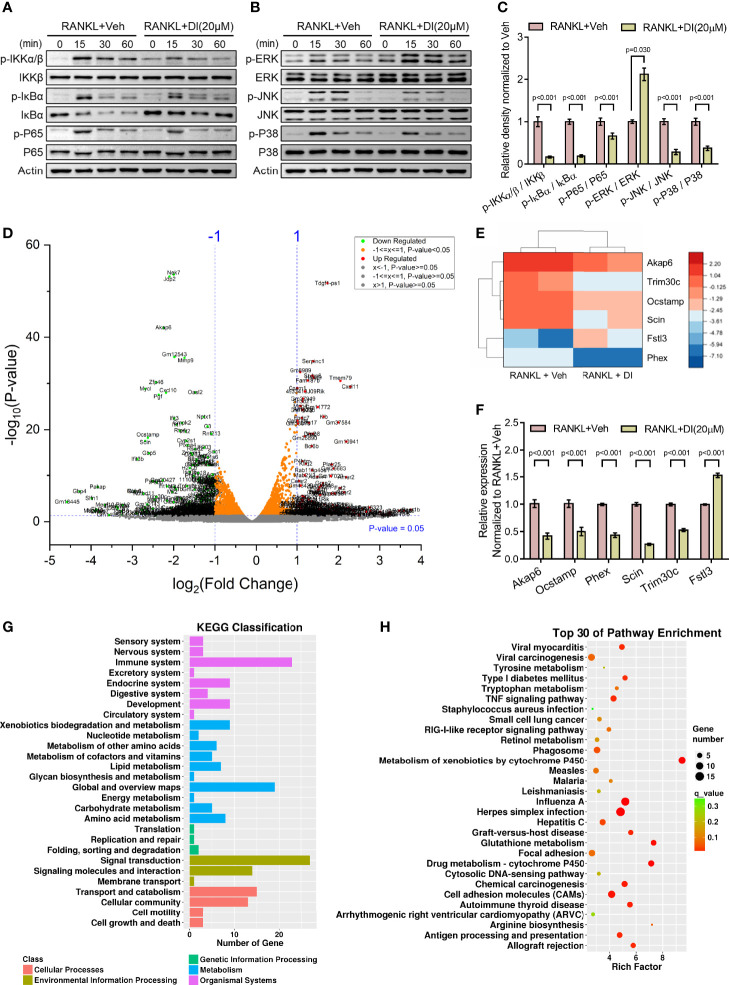
Potential mechanisms of inhibitory effect of itaconate on osteoclast **(A–C)** BMMs were cultured with α-MEM in the absence of FBS for 12 h, and then pretreated with DI (20 μM) or the vehicle for 2 h. Finally, BMMs were stimulated with or without RANKL (100 ng/mL) for the indicated times. Total and phosphorylated protein levels of NF-κB **(A)**, and MAPK **(B)** signaling pathway components were analyzed by Western blotting. Quantification analysis of phosphorylated protein/total protein from **(A, B)** at time point 15 min of RANKL stimulation were presented in **(C)**. **(D)** Volcano plot showing differentially expressed genes upon DI treatment. **(E)** The heatmap of 6 differentially expressed genes which might be involve in skeletal homeostasis, including 5 downregulated genes Akap6, Trim30c, Ocstamp, Scin, Phex and 1 upregulated gene Fstl3. **(F)** The expression of these representative genes was verified by qPCR. **(G)** KEGG classification enrichment analysis of differential genes. **(H)** KEGG pathway enrichment analysis of differential genes. Data are presented as the mean ± SEM of three independent experiments with p value indicated in the figure.

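BMMs are macrophages grown from bone marrow with M-CSF, and RANKL induces them to become osteoclasts. For RNA-sequencing they were kept without FBS for 12 h and then cultured for 24 h with RANKL at 100 ng/mL and either DI or vehicle. The paper gives the dose of DI as 20 μM, while the sample labels give 20 mM. There were 2 libraries of RANKL+DI and 2 of RANKL+Veh, and the labels give the mice as 8 weeks old. Messenger RNA libraries were sequenced from both ends. The authors deposited a count of reads for each of 34745 mouse genes in each library, together with FPKM values that follow from the counts, the gene lengths and the library totals. The paper's text names no aligner, genome build or program for differential expression. Gene positions in the deposited table lie on GRCm38. Of the 34267 identifiers that are also in GENCODE M21, all lay on the same chromosome and 80.8% had the same start and end.

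The counts were analysed as deposited. They summed to 17843712 and 19403480 in the RANKL+DI libraries, and to 17979114 and 16085692 in the RANKL+Veh libraries. In all, 16455 genes had no count in any library. The 10 genes with the most counts took 13.5% and 13.4% of each library with DI, against 10.5% and 10.6% with vehicle. TMM normalization, which corrects for such shifts, gave factors of 0.963 and 0.967 with DI and 1.04 and 1.04 with vehicle. After genes with too few counts were removed with edgeR's default filter, 12590 genes were tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. CPM values are relative to the TMM-scaled library sizes. Libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom of 8.06 for RANKL+DI and 8.23 for RANKL+Veh, and were used as 2 separate replicates. This excess does not show that they came from separate mice or cell preparations. If they shared a preparation, the p-values measure only the spread within it. The counting is not stated to use strand, so genes that overlap another gene are named as such.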

RNA-Sequencing of DI or vehicle treated BMMs during osteoclastogenesis was performed to reveal potential mechanisms. 

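With DI, 1868 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 899 of them higher and 969 lower than with vehicle. This split depends on the scaling. When scaled by library size only, 548 were higher and 1932 lower. Most changes of the 1868 genes were small, since 1680 of them had an absolute log2 fold change of at most 1. The lines drawn in Fig. 5D stand at a log2 fold change of 1 in either direction and at an unadjusted p of 0.05. These thresholds were passed by 309 genes, 129 higher and 180 lower with DI, and the 2 groups did not overlap for any of them. On average over the libraries, 23 of the 309 genes had fewer than 10 counts. Among all tested genes the groups did not overlap for 58.6%, where chance alone gives 33.3% for 2 libraries against 2. The common biological coefficient of variation was 0.0905. The setting that moved the number of genes most was a test against a log2 fold change of 1 (glmTreat), which called 14 genes, 5 higher and 9 lower.

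By the quasi-likelihood test, the smallest p-value was that of Prdx1 (ENSMUSG00000028691), a peroxiredoxin gene on chromosome 4 from 116685544 to 116700822. It rose from 4787 ± 136 CPM with vehicle to 10881 ± 115 CPM with DI (SD, n = 2 each), a log2 fold change of 1.18 (standard error 0.032, adjusted p = 1.98e-04, edgeR). Part of its transcript (26.0%) has a copy in the pseudogene Gm7204 at 97.5% identity, so its level is less certain than its direction. Cat, Cd36 and Gsta3 followed, with log2 fold changes of 1.11, 1.09 and 1.84, together with Serpinb9b, whose log2 fold change of 2.20 (standard error 0.068) was also among the 5 highest. The largest increases among genes with an average log2 CPM over 1 were those of Il1f9 (2.39, standard error 0.14), Lrrc61 (2.31, standard error 0.28), Gm38253 (2.27, standard error 0.34), Serpinb9b and Tarm1 (2.16, standard error 0.14). Lrrc61 overlaps Rarres2 on the opposite strand (30.6% of its exons) and Gm38253 overlaps Lrif1 on the same strand (22.7%), so their counts are uncertain. The vehicle libraries differed for Lrrc61, whose log2 fold change was 2.89 without vehicle replicate 2 and 1.87 without vehicle replicate 1. At the other end stood Mycl, at -2.57 (standard error 0.16), and Gbp5, at -2.48 (standard error 0.24), with Zfp46 at -2.32 (standard error 0.13). Scin and Ocstamp, described below, lay between Mycl and Gbp5, at -2.565 and -2.52. Mycl fell from 11.1 ± 0.478 to 1.86 ± 0.238 CPM (SD, n = 2 each). Of the genes labelled on the left of Fig. 5D, Jdp2 had a log2 fold change of -1.998, Cxcl10 of -2.08, Mmp9 of -1.64 and Oasl2 of -1.38. Exons of Serpinb9b, Jdp2 and Cxcl10 overlap another gene on the opposite strand over 8.30%, 7.68% and 5.91% of their length.

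**Figure D1:**
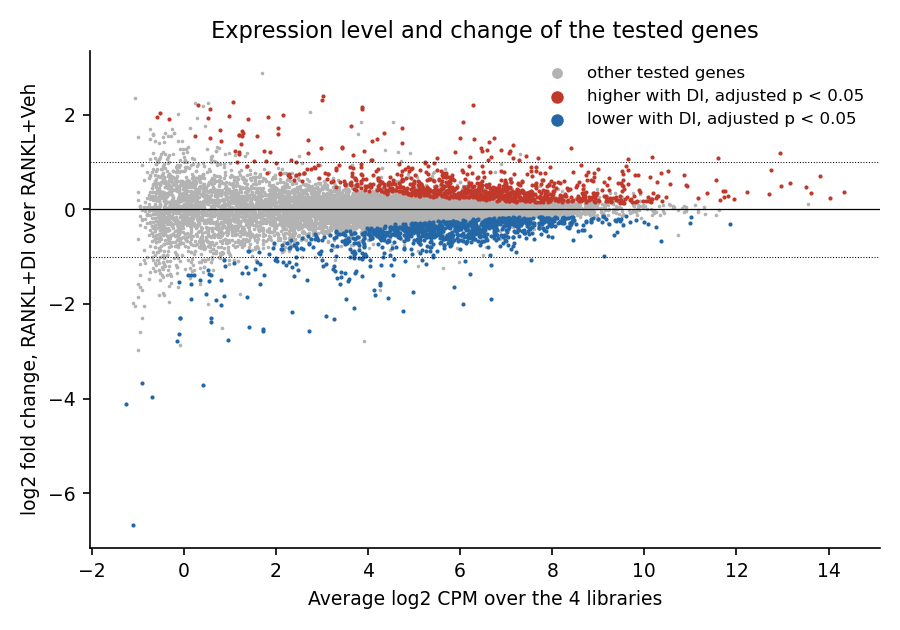
Log2 fold change of RANKL+DI over RANKL+Veh (vertical axis) against the average log2 CPM over the 4 libraries (horizontal axis). Each point is a tested gene, coloured where its adjusted p is under 0.05 in edgeR's quasi-likelihood test, and the dotted lines mark a log2 fold change of 1 in either direction. The 899 genes higher and 969 genes lower with DI are spread over the range of levels, most of them between the dotted lines. When scaled by library size only, 548 were higher and 1932 lower.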

Differentially expressed gene assay highlighted significant gene profile alteration upon DI treatment as shown by volcano plot (**Figure 5D**). From the volcano plot, we selected 6 differentially expressed genes which might be involve in skeletal homeostasis and presented the heatmap for these differentially expressed genes, including 5 downregulated genes Akap6, Trim30c, Ocstamp, Scin, Phex and 1 upregulated gene Fstl3 (**Figure 5E**). 

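Of these 6 genes, Akap6 had the deepest counts. It encodes an A-kinase anchoring protein and lies on chromosome 12 from 52699383 to 53151015 (ENSMUSG00000061603). The libraries held 188 and 169 counts of it with DI and 806 and 749 with vehicle. Its level was 9.98 ± 1.37 CPM against 44.1 ± 1.20 CPM (SD, n = 2 each), a log2 fold change of -2.15 (standard error 0.11, adjusted p = 4.97e-04 from edgeR's quasi-likelihood test). Ocstamp (ENSMUSG00000027670), an osteoclast fusion gene on chromosome 2 from 165393760 to 165400405, had 19 and 15 counts with DI and 101 and 92 with vehicle. Its log2 fold change was -2.52 (standard error 0.23, adjusted p = 0.00240 from the same edgeR test). Scin (ENSMUSG00000002565) encodes the actin-severing protein adseverin on chromosome 12 from 40059769 to 40134228. It had 11 and 22 counts with DI and 108 and 85 with vehicle, a log2 fold change of -2.57 (standard error 0.29, adjusted p = 0.00415, edgeR). Without DI replicate 2 its log2 fold change was -3.07. Trim30c (ENSMUSG00000078616), on chromosome 7 from 104382065 to 104390586, had 5 counts in each DI library and 27 and 22 with vehicle. Its log2 fold change was -2.29 (standard error 0.38, adjusted p = 0.0144, edgeR).

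Phex and Fstl3 had too few counts to pass the filter, and were fitted in a second run of the same edgeR test on all genes with at least 1 count. Phex (ENSMUSG00000057457), on chromosome X from 157162075 to 157415312, had 2 and 1 counts with DI and 11 and 8 with vehicle. With 3 counts taken as the floor, it was at least 3.07-fold lower with DI, by a bound without the counting error of the vehicle mean. Its p was 0.0133 before adjustment and its adjusted p 0.0879 (edgeR), with a range of 0.0164 to 0.180 over the alternatives. Fstl3 (ENSMUSG00000020325), on chromosome 10 from 79777272 to 79782630, had 13 and 9 counts with DI and 3 and 1 with vehicle. It was at least 3.43-fold higher with DI, by a bound without the counting error of the DI mean. Its adjusted p was 0.0887 (edgeR), with a range of 0.0372 to 0.196 over the alternatives. Over 47.3% of its exons Fstl3 overlaps Prss57 on the opposite strand, a gene with 0.25 counts per library on average. When p-values were adjusted over the list alone, all 6 genes were under 0.05, with Fstl3 at 0.0134 (edgeR), but the paper chose the list on these same libraries, so that count is not independent evidence. On the scale of log2(FPKM + 1), which understates the change of low genes, 2 of the 6 genes passed both lines of Fig. 5D, where 4 passed them in the counts and 6 without the filter. The paper selects the 6 genes from the volcano plot as ones that might have a part in skeletal homeostasis.

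**Figure D2:**
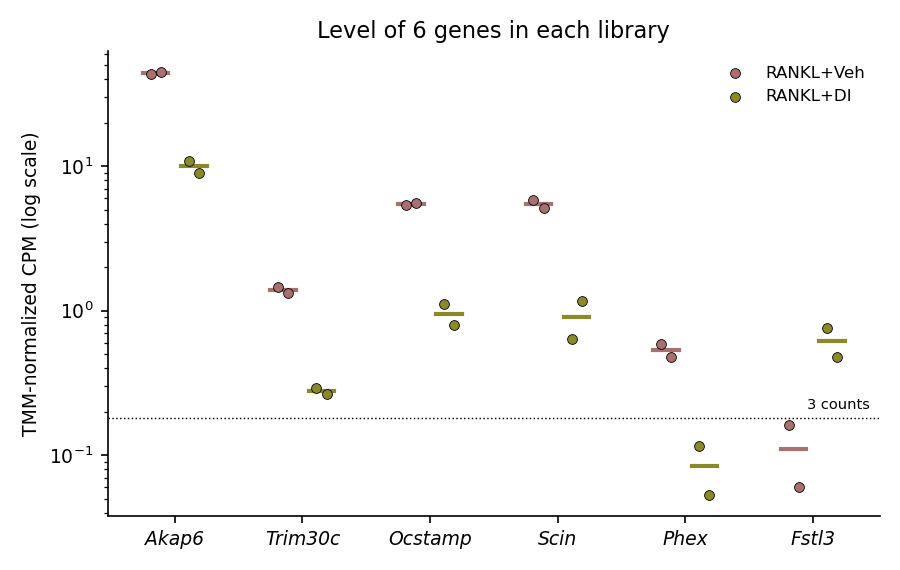
TMM-normalized CPM of the 6 genes in each library, on a log axis, with RANKL+Veh and RANKL+DI side by side. Points are libraries (2 per group) and bars are group means. The dotted line marks 3 counts in the library where these weigh most, and Phex with DI and Fstl3 with vehicle lie under it.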

The expression of these representative genes was then verified by qPCR (**Figure 5F**). 

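The deposited table assigns KEGG pathways to 7424 genes but no KEGG classes, so each pathway was given its class by hand after the table had been seen. Of the genes past the thresholds of Fig. 5D, 98 had a class, against a background of 4001 tested genes with a class. Signal transduction held the most of them, with 34 genes, 20 higher and 14 lower with DI. This was 1.33 times the number expected (adjusted p = 0.199, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The immune system class held 23 genes, 5 higher and 18 lower, 1.74 times the expected number (adjusted p = 0.0406, Fisher's exact test). All metabolism classes together held 33 genes, 20 higher and 13 lower, 1.16 times the expected number (adjusted p = 0.661, Fisher's exact test). Within metabolism, xenobiotics biodegradation and metabolism held 10 genes at 7.70 times the expected number (adjusted p = 6.78e-06), and metabolism of other amino acids held 7 genes at 3.91 times (adjusted p = 0.0210, both by Fisher's exact test). Signaling molecules and interaction held 24 genes, 3.67 times the expected number (adjusted p = 3.92e-07, Fisher's exact test), with 12 higher and 12 lower. Genes can belong to several classes, so the counts overlap. Over the alternatives the adjusted p of signal transduction ranged from 0.0451 to 1 and that of the immune system from 0.00492 to 0.0633 (Fisher's exact test). Signal transduction passed 0.05 only with every gene with a KEGG pathway as background, tested or not. The immune system failed to pass only with all tested genes as background, at 1.73 times the expected number. The KEGG classes were tested against these backgrounds after the values had been seen. With the genes at an adjusted p under 0.05 in place of those past the thresholds of Fig. 5D, metabolism as a whole stood at 0.982 times the expected number.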

KEGG classification enrichment analysis of differential genes indicated that genes related to signal transduction, immune system and metabolism were enriched after DI treatment (**Figure 5G**). 

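Of the KEGG pathways that the authors assigned to genes, 283 had at least 5 tested genes. Of the genes past the thresholds of Fig. 5D, 108 had a pathway, and 10 pathways held more of them than expected at an adjusted p under 0.05 (one-sided Fisher's exact test against the 4264 tested genes with a pathway). Metabolism of xenobiotics by cytochrome P450 came first, with 9 of its 31 tested genes, 11.5 times the expected number (adjusted p = 1.10e-05, Fisher's exact test). Drug metabolism - cytochrome P450 had 7 of 26 genes, 10.6 times the expected number (adjusted p = 3.44e-04), and glutathione metabolism had 7 of 37, 7.47 times (adjusted p = 0.00171, both by Fisher's exact test). When called genes were taken at an adjusted p under 0.05 whatever their fold change, xenobiotics stood at 2.09 times and drug metabolism at 2.11 times the expected number and neither passed (adjusted p = 0.0716 and 0.0959, Fisher's exact test, against ranges of 6.63e-06 to 0.0716 and 2.34e-04 to 0.0959 over the alternatives), while glutathione metabolism stood at 2.97 times and passed.

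These pathways share genes. Their called members come to 13 distinct genes, of which 4 belong to all 3 pathways: Gsta3, Mgst1, Mgst2 and Gstt1. With DI, 10 of the 13 genes were higher and 3 were lower. Gsta3 (ENSMUSG00000025934), a glutathione S-transferase gene on chromosome 1 from 21240589 to 21265661, rose from 29.3 ± 0.350 to 105 ± 4.15 CPM (SD, n = 2 each), with an adjusted p of 2.58e-04 (edgeR's quasi-likelihood test). Gclc and Gclm, whose products make up the enzyme of the first step of glutathione synthesis, had log2 fold changes of 1.08 (standard error 0.041) and 1.29 (standard error 0.15). Cbr3 had a log2 fold change of 1.22, Mgst1 of 1.05 and Mgst2 of 1.19. Adh7, Aox1, Hsd11b1 and Ggt5 also rose, by 1.94, 1.56, 1.45 and 1.97 on the log2 scale, on fewer counts. Ggt5 had 22 and 5 counts with vehicle and Hsd11b1 had 11 and 4. Their log2 fold changes were 3.29 and 2.25 without vehicle replicate 1, and 1.33 and 0.98 without vehicle replicate 2. The adjusted p of Ggt5 was 0.0491 (edgeR), with a range of 0.00139 to 0.0805 over the alternatives. The 3 lower genes were Cyp2s1, at -1.59 (standard error 0.12), Gstt1, at -1.08 (standard error 0.32), and Ugt1a6b, at -1.07 (standard error 0.20). Without DI replicate 1 Gstt1 was at -0.74, and without vehicle replicate 1 Ugt1a6b was at -0.81. Ugt1a6b shares exons with 8 other Ugt1a genes on the same strand (60.6% of its exons), so its count is uncertain. It also overlaps Gm20528 on the opposite strand (16.5%). Cyp2s1, Gclm and Adh7 overlap another gene on the opposite strand over 5.27%, 4.71% and 2.85% of their exons, and Gclm also Gm6061 on its own strand over 3.88%. Gstt1 and Hsd11b1 passed the thresholds of Fig. 5D only at the unadjusted p, with adjusted p-values of 0.0812 and 0.101 (edgeR), and ranges of 0.0109 to 0.188 and 0.0261 to 0.154 over the alternatives. Among all 58 tested members of the 3 pathways, 41 were higher with DI (36 when scaled by library size only). An adjusted p under 0.05 was reached by 31 members, 23 of them higher.

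**Figure D3:**
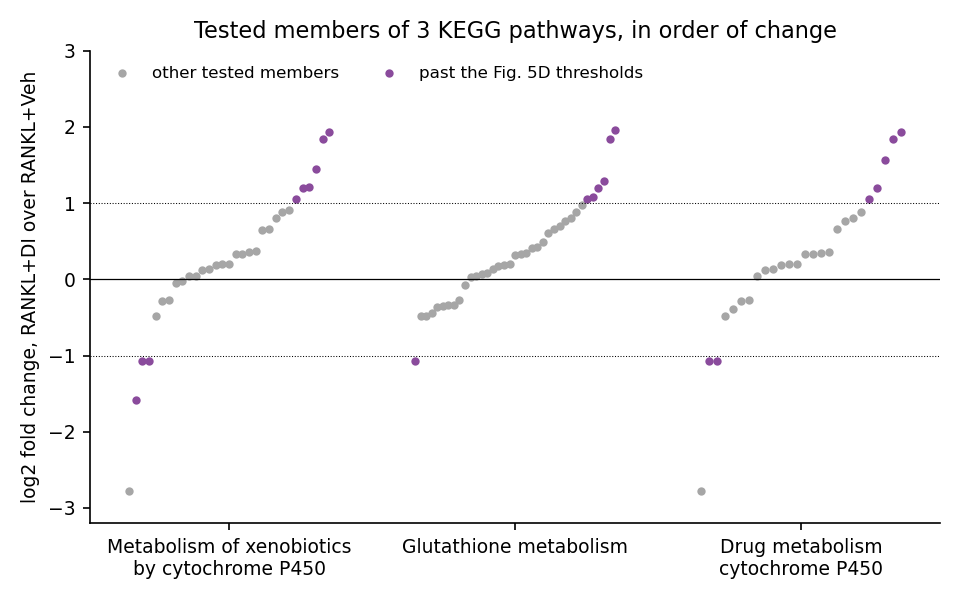
Log2 fold change of RANKL+DI over RANKL+Veh (vertical axis) for the tested members of 3 KEGG pathways, in order of change within each pathway. Points are genes, purple where they pass the thresholds of Fig. 5D, and the dotted lines mark a log2 fold change of 1 in either direction. Of the 58 distinct members, 41 lie above 0, or 36 when scaled by library size only.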

KEGG pathway enrichment analysis of differential genes highlighted that Metabolism of xenobiotics by cytochrome P450, Glutathione metabolism and Drug metabolism-cytochrome P450 pathways were heavily involved (**Figure 5H**).

## Discussion

In the present study, we focused on the metabolic remodeling of osteoclast precursor macrophages during aging, and the impact of these changes on osteoclast differentiation and bone homeostasis. We observed that itaconate is accumulated in aged macrophages, indicating an increased basal inflammation level. Itaconate is responsive to RANKL stimulation during osteoclastogenesis in both bone marrow derived primary macrophages and macrophage cell line RAW264.7 cells. Interestingly, the response of itaconate to RANKL stimulation is significantly impaired in aged macrophages. The inhibitory role of itaconate in osteoclast differentiation and activation was confirmed *in vitro*, and the rescue of LPS induced inflammatory bone loss by itaconate was verified *in vivo*. Mechanistically, itaconate treatment impaired NF-κB and MAPK signaling pathway, itaconate induced differentially expressed genes were enriched in KEGG classification of signal transduction and immune system.

IRG1/itaconate metabolic pathway plays a central regulatory role in regulating macrophage activity and links metabolism to immunity (21, 24). Our data revealed a novel IRG1/itaconate expression pattern in young and aged macrophages, which indicate that this metabolic pathway is also involved in the aging process. On the one hand, higher basal level of IRG1/itaconate observed in aged macrophages may be associated with increased basal level of inflammation during aging, which is also known as inflammaging (9, 29). On the other hand, less responsive IRG1/itaconate metabolic pathway upon stimulation in aged macrophages could be associated with age-related immunosenescence (30, 31). Our findings revealed the dichotomous immune status of aged macrophages. However, this phenomenon could also be due to the heterogeneity of aged macrophages which has been observed during efferocytosis (32). Therefore, we anticipate that further characterization of aged macrophages by single cell sequencing will facilitate the understanding of age-related macrophages remodeling.

Recent studies have identified two osteoclast subtypes in bone marrow, the vessel-associated osteoclasts (VAO) which are highly associated with bone endothelial cells to regulate endochondral ossification, and the classical bone-associated osteoclasts (BAO) (33). Osteoclasts are derived from macrophage/monocyte lineage in bone marrow. The bone marrow is responsible for providing supportive microenvironments for hematopoiesis, osteogenesis, angiogenesis, as well as the interactions of these fundamental process to maintain the skeletal homeostasis. Upon aging, inflammation, and other stress factors, the remodeling of bone marrow niches could lead to impaired or imbalance skeletal homeostasis (34–36). The shifting of predominant osteoclast subtype from VAOs in early developing bones to BAOs in ageing bones has been observed during aging (33). In our study, we observed distinct osteoclastogenesis potentials of young and aged bone marrow macrophages, however we didn’t verify the subtype and activity of these osteoclasts. It is possible that young and aged BMMs trend to differentiate to distinct subtype of osteoclasts and exhibit different activities in terms of resorbing cartilage or bone matrix.

Metabolic remodeling has been reported to be essential for osteoclast formation and activity (37, 38). Our data showed that the IRG1/itaconate metabolic pathway is involved in osteoclast formation and activity, supported by up regulated IRG1 expression during osteoclastogenesis. We further tested the impact of itaconate, IRG1 encoded enzyme aconitase decarboxylase produced metabolite, on osteoclast. Interestingly, itaconate exhibited an inhibitory effect on osteoclast differentiation and bone resorption. *In vivo* data showed that itaconate could rescue LPS induced inflammatory bone loss. Given the inhibitory role of itaconate in regulating osteoclast, we propose that increased osteoclastogenesis activity of aged macrophages could be due to impaired IRG1/itaconate response to chronic inflammation.

Dimethyl itaconate (DI) was used in this study to explore the role of endogenous itaconate in regulating osteoclast, as itaconate acid has been considered to be negatively charged polar metabolite which has poor cell permeability. However, this derivative may not recapitulate exactly the same effects of the endogenous itaconate. In a recent comparative study evaluating unmodified itaconate and a panel of commonly used itaconate derivatives, the authors showed that neither dimethyl itaconate (DI), 4-octyl itaconate (4OI) nor 4-monoethyl itaconate (4EI) are converted to intracellular itaconate, while exogenous unmodified itaconic acid can actually enter macrophages. Besides, dimethyl itaconate and 4-octyl itaconate induce a stronger electrophilic stress response and this correlates with their immunosuppressive phenotype (22). The similarities and differences between dimethyl itaconate and endogenous itaconate in terms of regulatory mechanism need to be further addressed. To better justify the role of endogenous itaconate, unmodified itaconate might be a better exogenous itaconate to use in the future.

While other studies have reported metabolic remodeling during osteoclast differentiation (37, 39), to our knowledge this is one of the first studies that has shown metabolites itaconate was involved in inflammaging of skeletal system, and played negative role in the regulation of osteoclast formation and activity.

## Data Availability Statement

The sequencing data presented in the study are deposited in the GEO database, the assigned GEO accession numbers is GSE206723.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Tongji Hospital.

## Author Contributions

YW, SL, and LZ conceived the study, performed most of the experiments, analyzed the results, and prepared the manuscript. PC and JL performed experiments. FG, JX, WZ, and AC supervised this study. All authors contributed to the article and approved the submitted version.

## Funding

This project was supported by Grant Number 81902262 and 81672168 from the National Natural Science Foundation of China.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

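RNA was measured in BMMs cultured for 24 h with RANKL and either DI or vehicle, with 2 libraries in each group. The samples were grouped by their labels, and the dose of DI was taken from the paper (20 μM), while the labels give 20 mM. The authors deposited raw counts of reads per gene and library, without normalization. The authors also deposited FPKM values, which follow from the counts, the gene lengths and the library totals to within a relative deviation of 1.57e-05. A second deposited table holds the same counts with KEGG pathways added by the authors, and its 4 FPKM columns, which repeat those of the other table, were not used. The aligner, the counting program, the genome build and the release of the annotation are not named in the paper's text. Its statistics section names a two-tailed Student's t test and one-way ANOVA for the study in general, and leaves open which test gave the p-values of the volcano plot. No deposited value lacked a gene name.

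Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM factors, the default filter on low counts, a quasi-likelihood fit with the condition as its only term, and Benjamini-Hochberg adjustment over the 12590 tested genes. Standard errors were obtained from the log2 fold change and the F statistic. The residual degrees of freedom were 2 before moderation across genes. The depth was between 16085692 and 19403480 counts per library, so that 3 counts, taken as the floor, correspond to 0.160 to 0.180 CPM on the TMM scale. A fold against a group at or under the floor is the mean level of the other group over the floor, given as a lower bound. The bound takes that mean as measured, without its counting error or the spread between replicates. Smaller folds are therefore not ruled out. Fitted values printed for such genes are no bound.

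The main tests, the gene lists, the rule for named genes and the following alternatives were chosen before the data were examined. The alternatives were DESeq2's size factors, upper quartile factors, no filter on low counts, a minimum of 10 counts in every library, the DESeq2 1.42.0 Wald test, edgeR's exact test, limma-voom (limma 3.58.1), glmTreat, an added fold threshold, the replicate number as a block, a prior count of 2, log2(FPKM + 0.01) and log2(FPKM + 1) tested with limma, genes called at an adjusted p, all tested genes as background of the KEGG pathways, camera for the pathways, fry and an estimated correlation for the lists, and each library left out in turn. Scaling by library size only, a crossed pairing, other KEGG backgrounds (every gene with a pathway for the pathways and classes, all tested genes for the classes) the exact test with library size only and no filter, and fry and an estimated correlation for the pathways were added after the data were seen. So were the alternatives for members of pathways and lists that are named singly. Alternatives meant for data without counts were not needed.

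KEGG pathways with at least 5 tested genes were tested with a one-sided Fisher's exact test. KEGG classes were assigned to pathways by hand after the data were seen, because the deposited table gives none. In all, 18 lists of genes were written from general knowledge: NRF2 targets, ATF4 and integrated stress response targets, NF-kB targets, osteoclast differentiation and function, macrophage identity, interferon-stimulated genes, antigen presentation, cell cycle, glycolysis, oxidative phosphorylation, cholesterol biosynthesis, heat shock response, and markers of 6 contaminating cell types (B cells, T and NK cells, neutrophils, mast cells and basophils, erythroid cells and stromal cells). The 14 lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01 between genes, with fry and an estimated correlation as checks.

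The genes named in the text follow this rule: the genes the paper names as RNA, the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, an average log2 CPM over 1 and groups that do not overlap, the 5 smallest p-values, legible labels of Fig. 5D, and members of a pathway or list that is reported. A gene that the rule includes is not reported here. Named genes were compared with the GENCODE M21 transcripts by BLAST+ 2.17.0 (at least 95% identity over at least 20% of the transcript) and checked for overlapping exons on either strand.

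The steps were tested on simulated data drawn from the means and library sizes of these libraries, with 200 genes changed. With each gene's spread on the fitted trend, 92.9% of the changed genes were recovered at an adjusted p under 0.05 and 5.15% of the calls were false, over about 12444 genes in each of 6 draws. With each gene's own estimate of the spread, 90.8% were recovered and 11.0% of the calls were false, over about 12448 genes. At the thresholds of Fig. 5D, 19.3% and 24.9% of the calls were false. Camera and Fisher's exact test each called the shifted list and 0 of 50 unshifted lists, over 12452 genes. Genes were drawn independently, so these lists do not test the effect of correlation between genes. For this Fisher's exact test genes were called at an unadjusted p under 0.05, without the fold threshold of Fig. 5D. The shares of false calls hold for 200 changed genes, where 1868 were called in the data.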

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

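The signals below lie in lists and pathways that the paper does not discuss as such for these libraries, and camera and fry each called them at an adjusted p under 0.05. The technical tests of each pattern were chosen only after the result was seen. Single members do appear in the paper's figures. Cxcl10 and Oasl2 of the interferon list are labelled in Fig. 5D, and Gclc, Gclm and Gsta3 of the NRF2 list belong to glutathione metabolism of Fig. 5H. The lists of NF-kB targets, osteoclast genes, antigen presentation and glycolysis were called by both tests too and are among the other observations. With 2 libraries in a group it cannot be told which of them deviates. A deviating library was therefore tested only by leaving out each library in turn.

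Normalization was weighed in the same way for each list and pathway given singly. Normalization by 1 factor per library moves all genes alike, as library size only did when it put the median log2 fold change of all tested genes at -0.10. Normalization alone would leave the median of a set at that of all tested genes. Rescaling cannot change the difference between these medians, so the other scalings are no test of it, and the difference was taken from the TMM-normalized counts. It was within 0.1 of 0 for 5 of the 14 lists and 219 of the 283 pathways. Normalization was kept open where it was within that limit, set after the values were seen, or where camera, which compares a set with the other genes, did not call the set. What this leaves open is where 0 lies, and directions are relative to the other genes, since the total amount of RNA per cell was not analysed here.

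Interferon-stimulated genes were lower with DI. All 28 genes of the list fell, each at an adjusted p under 0.05 (edgeR's quasi-likelihood test), with a median log2 fold change of -1.34 (camera, adjusted p = 1.33e-19). All 28 also passed when adjusted over the list alone. The summed level went from 1771 CPM with vehicle to 887 CPM with DI. Gbp4 had 0 and 2 counts with DI and was at least 5.53-fold lower, by a bound without the counting error of the vehicle mean. The fitted value of Gbp4, -7.09 without DI replicate 2 and -3.10 without DI replicate 1, is no bound. Gbp8 and Gbp9 overlap it over at most 0.814% of its exons. With Gbp4 at that bound the median was also -1.34. The tables argue against 4 technical explanations as the whole cause, other immune cells among them only for the types tested. The median differed from that of all tested genes by -1.34, after removal of the trend with GC content and transcript length it was -1.34, and with each library left out the median closest to 0 was -1.21. Other immune cells in the vehicle libraries were tested through marker lists of B cells, T and NK cells, neutrophils, and mast cells and basophils. Immune cell types without such a list were not tested. The largest excess of such a list in vehicle was 0.252 CPM, against 884 CPM lost from the interferon list. The most abundant of these markers with vehicle were Ighm, at 10.8 CPM, and Cd22, at 10.1 CPM, followed by S100a8, at 2.91 CPM. With DI they stood at 22.2, 13.5 and 4.14 CPM. What stays open is a biological difference between DI and vehicle, immune cells of a type not tested, or a difference in handling that follows the groups. The paper cites earlier work in which DI inhibited secretion of interferon-β. A hypothesis is that DI lowers interferon signalling in BMMs under RANKL. Interferon protein was not analysed here.

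NRF2 target genes were higher with DI. The paper names NRF2 from earlier work. All 24 tested genes rose, each at an adjusted p under 0.05 over all genes tested and adjusted over the list alone (edgeR), with a median log2 fold change of 0.77 (camera, adjusted p = 1.63e-19). The summed level was 50227 CPM with DI against 29423 CPM with vehicle. The median differed from that of all tested genes by 0.77. The list's own median was 0.76 at the closest to 0 with each library left out, and 0.78 after removal of the trend with GC content and length. These values argue against each of the 3 as the whole cause. A biological difference stays open, as a hypothesis that DI raises transcription of NRF2 targets at 24 h.

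Cell cycle genes were lower with DI in 17 of 18 cases, with Pcna, whose reads can be shared with the pseudogene Pcna-ps2 (99.2% identity), as the exception, at a median log2 fold change of -0.58 (camera, adjusted p = 2.55e-10). Of these, 17 had an adjusted p under 0.05 over all genes tested, and 18 genes did when adjusted over the list alone (edgeR). The KEGG pathway DNA replication had a median of -0.35, with 28 of 33 genes lower (camera, adjusted p = 1.49e-06). For the list, the difference from the median of all tested genes was -0.58, the median after removal of the GC and length trend was -0.57, and the median closest to 0 with each library left out was -0.58. For DNA replication these values were -0.36, -0.35 and -0.31. They argue against the 3 technical explanations as the whole cause. A hypothesis is that a smaller share of BMMs was cycling with DI at 24 h. The paper reports no fall in the cell counting assay of Fig. 1G, in other cultures of BMMs, and cell numbers were not analysed here.

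Ribosome biogenesis in eukaryotes, at a median log2 fold change of -0.19, and RNA transport, at -0.15, were lower with DI, with 66 of 70 and 119 of 146 genes lower (camera, adjusted p = 6.01e-08 and 4.30e-06). Removal of the GC and length trend gave -0.18 and -0.15. With each library left out, the medians closest to 0 were -0.18 and -0.14. The medians differed from that of all tested genes by -0.19 and -0.15. These values argue against the 3 explanations as the whole cause of the difference from the other genes, although the shift of each gene is small. A biological difference stays open and was not tested.

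The KEGG pathways outside Fig. 5H that both tests called numbered 16. The 3 with the smallest p in camera are given singly, a number chosen after the data were seen. Of the other 13, 5 were lower with DI, at medians from -0.23 to -0.095: Fanconi anemia pathway, Base excision repair, Mismatch repair, Pyrimidine metabolism and RNA degradation. The 8 higher ones, at medians from 0.081 to 0.37, were Mineral absorption, Starch and sucrose metabolism, Pentose phosphate pathway, Aldosterone-regulated sodium reabsorption, Glycolysis / Gluconeogenesis, Fructose and mannose metabolism, Galactose metabolism and Renal cell carcinoma. The last changed direction, to -0.023, when scaled by library size only. Explanations of these 13 were not weighed.

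Macrophage identity genes were slightly higher with DI, at a median log2 fold change of 0.18, with 11 of 15 genes higher, or 10 when scaled by library size only (camera, adjusted p = 0.0271). Of the 15 genes, 9 had an adjusted p under 0.05 over all genes tested, 7 higher and 2 lower, and 12 when adjusted over the list alone (edgeR). Scaling by library size only moves the median of all tested genes to -0.10 and brought the median of the list to 0.075. The size of the rise therefore depends on the scaling. The median differed from that of all tested genes by 0.18, which argues against normalization as the whole cause of that difference only as far as camera's call holds. Removal of the GC and length trend gave 0.14, and leaving out each library gave 0.14 at the closest to 0, which argues against these 2 explanations. Members went both ways, with Cd14 at -0.51 and Fcgr1 at -0.60. With at least 10 counts in every library the adjusted p was 0.0600 (camera), where the alternatives range from 0.0239 to 0.334. The pattern is not read as biological here.

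Camera's calls of these lists and pathways rest on the preset correlation between genes. With the correlation estimated from the 4 libraries, 0 of 14 lists and 0 of 283 pathways were called at an adjusted p under 0.05, and 4 lists and 12 pathways at an unadjusted p under 0.05.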

How the results depend on the processing

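The alternatives named as added were chosen after seeing the data, and members of pathways and lists named singly were run through the alternatives only after their values were seen. The number of genes at an adjusted p under 0.05 was 1868. It lay between 1389 and 2185 with DESeq2's size factors, upper quartile factors, no filter, at least 10 counts in every library, DESeq2's Wald test, edgeR's exact test, limma-voom and the replicate block. Of the 1868 genes, 1548 were also called by DESeq2's Wald test and 1832 by limma-voom. An absolute log2 fold change over 1 in addition left 188 genes, because this condition removes small changes. With glmTreat, which tests each gene against a log2 fold change of 1, 14 were left. Removal of small changes alone does not explain that lower number. Library size only (added) gave 2480 genes, 548 higher and 1932 lower, against 899 and 969. It moved the median log2 fold change of all tested genes to -0.10.

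At the thresholds of Fig. 5D, 309 genes passed. There were 305, 306, 311 and 340 with upper quartile factors, limma-voom, DESeq2's size factors and the exact test, 405 without a filter and 218 with DESeq2's Wald test. A minimum of 10 counts in every library gave 202, because fewer genes were tested, and 199 of them were among the 309. The adjusted p in place of the unadjusted p gave 188. Library size only (added) gave 327, 97 higher and 230 lower, against 129 and 180. The exact test with library size only and no filter (added) gave 502, 172 higher and 330 lower.

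The replicate numbers are not stated to pair the samples, and the deviations of same-numbered libraries had a correlation of -0.14 over 9275 genes, which are not independent replicates. With the replicate block 1389 genes had an adjusted p under 0.05 and 290 passed the thresholds of Fig. 5D, and with the crossed pairing (added) 1468 and 299. With the block 12 KEGG pathways were called in place of 10, and 4 classes and 8 gene lists, as without it. Of 54 single genes compared, the block put 4 on the other side of an adjusted p of 0.05 (edgeR) and none on the other side of the thresholds of Fig. 5D. These were Ggt5 (0.0573, over the alternatives 0.00139 to 0.0805), Ugt1a6b (0.0559, over the alternatives 1.16e-05 to 0.0559), Fcgr1 (0.0619, over the alternatives 4.92e-04 to 0.0619) and Gbp4 (0.0503, over the alternatives 6.47e-06 to 0.0820).

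Of the 6 genes of Fig. 5E, 4 passed its thresholds, and 2 on the scale of log2(FPKM + 1), where Trim30c and Scin no longer reached a log2 fold change of 1. Without a filter 6 passed. Phex and Fstl3 had unadjusted p-values of 0.0666 and 0.0664 in DESeq2's Wald test. Of Irg1, Nfatc1, Ctsk, Mmp9 and Acp5, the last 4 were lower at an adjusted p under 0.05 in each alternative that gave a test.

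Over-representation called 10 KEGG pathways. Genes at an adjusted p under 0.05 gave 16, camera gave 46 and the exact test with library size only and no filter (added) gave 6. Camera with an estimated correlation called 0, with 12 at an unadjusted p under 0.05, and fry called 38. With genes at an adjusted p under 0.05, Metabolism of xenobiotics by cytochrome P450 stood at 2.09 and Drug metabolism - cytochrome P450 at 2.11 times the expected number and were not called. The same choice called 9 KEGG classes in place of 4 and put metabolism as a whole at 0.982 in place of 1.16 times the expected number. With every KEGG gene as background (added), signal transduction stood at 1.49 times and was called. With all tested genes as background (added), the immune system stood at 1.73 times and was not called. The cause was not tested.

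Camera called 8 of the 14 gene lists and fry 9, with heat shock response in addition. With an estimated correlation camera called 0, and 4 at an unadjusted p under 0.05. The cause was not tested. With library size only (added), the median of cholesterol biosynthesis went from 0.094 to -0.0097, that of neutrophil markers from 0.059 to -0.044 and that of oxidative phosphorylation from 0.063 to -0.040, about the shift of all genes. The median of the stromal markers went from -0.0048 to 0.072 with the replicate block. None of these 4 lists was called in the alternatives run.

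Of the other 1090 values (single genes and lists), 1006 kept their direction and side of the threshold or moved by less than the spread between replicates, 9 reversed, 28 were no longer past the threshold, 7 passed it where the reported value did not, and 40 moved when a library was left out. Of the 28, 8 fell under the estimated correlation, 6 on the scale of log2(FPKM + 1) and 4 under the replicate block. Tnf, at 0.0070, was at -0.00121 with upper quartile factors, -0.0965 with library size only (added), -0.0967 in the exact test with library size only and no filter (added), -0.0971 on log2(FPKM + 0.01) and -0.0862 on log2(FPKM + 1), and was called in none of them. Scin ranged from -3.07 (without DI replicate 2) to -2.21. Phex ranged from -3.18 (without DI replicate 1) to -2.14, and Fstl3 from 1.89 to 3.21 (without vehicle replicate 1). For both genes a group lies at or under the floor, so these fitted values are no bound. Lrrc61 ranged from 1.87 to 2.89 (without vehicle replicate 2), and Irg1 from -0.15 to 0.027 (without DI replicate 2). Ggt5 ranged from 1.33 to 3.29 and Hsd11b1 from 0.98 to 2.25 (both highest without vehicle replicate 1). Low counts limit Phex, Fstl3, Ggt5, Hsd11b1 and the labels on the right of Fig. 5D. The median of the interferon list ranged from -1.53 to -1.21 and that of the NRF2 list from 0.76 to 0.79.

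The 4 libraries can be split into 2 groups of 2 in 3 ways, and 1 of these, DI against vehicle, called as many as 1868 genes. The other splits called 0 and 0 genes at an adjusted p under 0.05, with 139 and 153 at an unadjusted p under 0.05 and 51 and 56 at the thresholds of Fig. 5D. With 3 splits no share under 0.05 can be reached, so chance and treatment cannot be told apart by this count alone. The alternatives written for data without counts did not apply.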

Differences from the paper's values

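The paper's text gives no values for the results of the RNA-sequencing, so its values were read by eye from Fig. 5D, 5F and 5G.

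On the left of the volcano plot the paper's label Jdp2 stands at about -2.1 in Fig. 5D, read by eye, where its log2 fold change in the counts was -1.998. Of the alternatives set before the data were examined, DESeq2's Wald test (-1.997, with a larger error), log2(FPKM + 0.01) (-2.0997) and the fits without DI replicate 2 (-2.07) or vehicle replicate 2 (-2.08) were within the error, and the others were not. Oasl2 stands at about -1.5 in Fig. 5D, read by eye, against -1.38 here. Of the alternatives set before the data were examined, log2(FPKM + 0.01) (-1.48) and the fit without DI replicate 1 (-1.44) were within the error and the others were not. Library size only, chosen after seeing the values, put the 2 genes at -2.101 and -1.48. The error here is the standard error of the log2 fold change, which does not cover reading by eye. Within a tolerance of 0.15 for positions read by eye, set after the values were seen, -1.998 and -1.38 also match.

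On the right of the volcano plot the paper draws Tdgf1-ps1 at about 1.7, Serpinc1 at about 1.4 and Tmem79 at about 2.1 in Fig. 5D, read by eye. Their counts were too low for the filter, and in the fit without a filter their log2 fold changes were -2.92, -2.04 and -1.297. Their unadjusted p-values were 0.0828, 0.0815 and 0.0745 (edgeR's quasi-likelihood test), so a fall is not established for any of them. With DI, Tdgf1-ps1 and Serpinc1 had 3 counts or fewer in each library, so their fitted values are no bound. Tdgf1-ps1 and Serpinc1 were at least 1.51-fold and 2.05-fold lower, by bounds without the counting error of the vehicle mean. Each of these bounds rests on a single vehicle library, since the other held 2 counts of Tdgf1-ps1 and 3 of Serpinc1. None of the alternatives set before the data were examined closed the gap, and none of these or of those added later gave any of the 3 genes a value above 0.

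For Fig. 5F, a qPCR experiment, the paper's relative expression with DI was about 0.42 for Akap6, about 0.5 for Ocstamp, about 0.27 for Scin and about 0.53 for Trim30c, read by eye from Fig. 5F. The ratios from the sequencing counts were 0.226, 0.174, 0.169 and 0.205. On the scale of log2(FPKM + 1) the values of Akap6, Ocstamp and Trim30c were 0.355, 0.490 and 0.609, which is within 1.5 times the paper's values. That of Scin was 0.512, further from no change in the paper. This scale understates the change of low genes, so its values are no plain ratios of expression. The closeness therefore does not show that sequencing and qPCR match. For Scin, a prior count of 2 (0.185) and the fits without DI replicate 1 (0.216) or vehicle replicate 1 (0.181) came within 1.5 times the paper's value and stayed below it. The other alternatives set before the data were examined did not come within it. Fstl3 was about 1.5 in Fig. 5F, read by eye, and at least 3.43-fold higher in the counts. That bound leaves out the counting error of the DI mean and has no alternative.

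For the class signaling molecules and interaction the paper's number of genes is about 14 in Fig. 5G, read by eye, against 24 here. An adjusted p with an absolute log2 fold change over 1 gave 16. The replicate block gave 21, still above the paper's number but within 1.5 times it, and genes at an adjusted p under 0.05 gave 70.

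The paper lists Phex and Fstl3 among the differentially expressed genes. They did not pass the filter on low counts here. Without a filter they passed the thresholds of Fig. 5D in each count test run apart from DESeq2's Wald test. Their adjusted p-values were under 0.05 in the exact test (0.0289 and 0.0372), and in the exact test with library size only, chosen after seeing the values (0.0164 and 0.0415). Over the alternatives they range from 0.0164 to 0.180 and from 0.0372 to 0.196. The paper states that genes of signal transduction and of metabolism were enriched, and Fig. 5G gives numbers of genes per class. By that measure signal transduction held 34 genes here against about 27 in Fig. 5G, read by eye. The immune system held 23 against about 23, while signaling molecules and interaction differed, at 24 against about 14. Over-representation is another measure, run here on classes assigned by hand. By it signal transduction and metabolism had 1.33 and 1.16 times the expected number of genes. They did not pass an adjusted p of 0.05 (0.199 and 0.661, Fisher's exact test). Signal transduction passed with every KEGG gene as background, chosen after seeing the values (0.0451, in a range of 0.0451 to 1 over the alternatives), and metabolism in none of the settings run.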

Other observations

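The tests of NRF2, ATF4 and NF-kB targets and of the osteoclast list were set in advance, and the tests of the volcano plot's labels, of Irg1 and of the osteoclast genes that rose were chosen only after the result was seen.

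The paper measured IRG1 by qPCR in other cultures, and reports it as lower with DI upon RANKL stimulation in Fig. 1H and 1I. In the RNA-sequencing libraries Irg1, the symbol of Acod1 in the deposited table, had 408 and 396 counts with DI and 428 and 396 with vehicle, a log2 fold change of -0.06 (standard error 0.094, adjusted p = 0.728 from edgeR's quasi-likelihood test). Without DI replicate 2 it was 0.027. Low depth was tested as an explanation. The standard error of 0.094 is small enough that a log2 fold change of 1 would have been seen. A smaller change, and a change at another time, stay open. Nfatc1 (standard error 0.052, adjusted p = 0.00504), Ctsk (-0.58, standard error 0.077, adjusted p = 0.00659), Mmp9 (-1.64, standard error 0.086, adjusted p = 5.40e-04) and Acp5 (-0.95, standard error 0.089, adjusted p = 0.00248) were lower with DI (edgeR). The log2 fold change of Nfatc1 was -0.4305. Adjusted over the list alone, the 4 genes were under 0.05 and Irg1 was at 0.552 (edgeR). The paper reports these 4 genes as lower with itaconate by qPCR in Fig. 2E to 2H. Those BMMs were other cultures, treated for days rather than 24 h and over several doses of DI. Acp5 overlaps 6530413G14Rik on the opposite strand over 6.75% of its exons.

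Osteoclast genes did not move together. The KEGG pathway Osteoclast differentiation was not called, and its median differed from that of all tested genes by 0.0146 (camera, adjusted p = 0.942). Of the 17 tested genes of the osteoclast list, 12 were lower and 5 higher with DI. When scaled by library size only, these numbers were 14 and 3. The list had a median log2 fold change of -0.55 (camera, adjusted p = 5.07e-04). Over all genes tested, 13 had an adjusted p under 0.05, 10 lower and 3 higher, and 14 did when adjusted over the list alone (edgeR). The 3 higher ones were Itgb3 (0.56, adjusted p = 0.00815), Atp6v0d2 (0.27, adjusted p = 0.00623) and Tcirg1 (0.19, adjusted p = 0.0305, edgeR). Normalization was tested as a cause of the rise. The lowest value of Itgb3 and Atp6v0d2 over the scalings was 0.17, over the limit of 0.1, so none of the scalings run removes their rise. These scalings put the median of all tested genes no lower than -0.10, so an error of scaling larger than that was not tested. The lowest value of Tcirg1 was 0.091. The call of a single gene is made against 0, which a scaling moves, and that of Tcirg1 was lost with library size only, so for Tcirg1 normalization and a rise cannot be told apart. Its adjusted p was 0.158 in edgeR's exact test and 0.178 with library size only, in a range of 0.00501 to 0.744 over the alternatives. A general loss of macrophage transcripts with DI would lower the macrophage identity list as far as the osteoclast list. That list had a median of 0.18, or 0.075 when scaled by library size only, with 7 genes higher and 2 lower at an adjusted p under 0.05 (edgeR), and its summed level was 30624 CPM with DI against 24364 CPM with vehicle. This argues against a general loss of that size, while a loss of single transcripts such as Cd14 and Fcgr1 stays open. The cell cycle list fell (median -0.58). This is consistent with fewer cycling cells with DI as a candidate explanation of part of the fall, though it does not say which comes first, and Fig. 1G of the paper reports no fall in cell counting.

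The hypothesis that DI activates transcription of NRF2 targets was set in advance. The list had a median log2 fold change of 0.77, higher in 24 of 24 genes under each scaling, which is consistent with it. NF-kB targets had a median of -0.22 (camera, adjusted p = 0.00553), with 13 of 18 genes lower, or 14 with upper quartile factors and 15 when scaled by library size only. Of these genes, 7 had an adjusted p under 0.05 over all genes tested, 6 lower and 1 higher, and 9 when adjusted over the list alone (edgeR). A fall of the list is what the hypothesis that reduced NF-kB signalling lowers its target transcripts predicts. However, the KEGG NF-kappa B signaling pathway was not called. Its median differed from that of all tested genes by -0.033 (camera, adjusted p = 0.537). The members of the list also went apart. Nfkbia (-0.49) and Traf1 (-1.09) fell, Bcl2a1b (0.60) rose, and Tnf, at 0.0070 and at -0.059 without DI replicate 1, had an adjusted p of 0.970 (edgeR). Bcl2a1b has 4 near-identical copies, Bcl2a1d among them at 99.1% identity, so its count is uncertain. It also overlaps Gm29094 on the same strand over 49.1% of its exons. ATF4 and integrated stress response targets had a median of -0.076 (camera, adjusted p = 0.566), with 8 genes higher and 10 lower, or 5 and 13 when scaled by library size only. With each library left out the median went from -0.12 without DI replicate 1 to 0.041 without vehicle replicate 1. Of these genes 8 had an adjusted p under 0.05, 4 higher and 4 lower, and 10 when adjusted over the list alone (edgeR). Since the members go both ways, an integrated stress response and its absence cannot be told apart from this list.

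Antigen presentation genes were lower in 17 of 19 cases, or 18 when scaled by library size only, at a median log2 fold change of -0.30 (camera, adjusted p = 7.26e-05). Of them 9 had an adjusted p under 0.05, 8 lower and 1 higher, and 11 when adjusted over the list alone (edgeR). The higher one was H2-D1 (0.35, adjusted p = 0.00281, edgeR). The summed level of the list was 6275 CPM with DI against 6242 CPM with vehicle. Glycolysis genes were higher in 15 of 15 cases, or 11 when scaled by library size only, at a median of 0.26 (camera, adjusted p = 7.26e-05), with 8 genes under 0.05 and 9 when adjusted over the list alone (edgeR). Heat shock response genes had a median of -0.12 (camera, adjusted p = 0.0701), with 1 gene under 0.05 and 1 adjusted over the list alone (edgeR). The median of cholesterol biosynthesis was 0.094, or -0.0097 when scaled by library size only (camera, adjusted p = 0.189), and 0.034 without vehicle replicate 2. That of oxidative phosphorylation was 0.063, or -0.040 when scaled by library size only (camera, adjusted p = 0.628), and went from 0.0038 without vehicle replicate 2 to 0.045 without DI replicate 1. These lists had 1 and 2 genes under 0.05, and 0 and 2 adjusted over the list alone (edgeR).

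Of the markers of other cell types, 4 of 10 neutrophil genes and 9 of 12 stromal genes were expressed in these libraries at a testable level. Neutrophil markers had a median log2 fold change of 0.059, or -0.044 when scaled by library size only (camera, adjusted p = 0.797), from -0.14 without DI replicate 1 to 0.24 without DI replicate 2. Stromal markers had a median of -0.0048 (camera, adjusted p = 0.822), from -0.23 without vehicle replicate 1 to 0.13 without vehicle replicate 2. The lists of the other 4 cell types had fewer than 3 tested genes. Their summed levels with DI and vehicle were 36.4 and 21.6 CPM for B cells, 0.696 and 0.415 CPM for T and NK cells, 0.196 and 0.224 CPM for erythroid cells, and 1.05 and 1.30 CPM for mast cells and basophils. No gene belongs to more than 1 of the tested lists.

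In Fig. 5D, 13 labels on the left and 6 on the right were compared with the counts. Within a tolerance of 0.15, set after the values were seen, 13 of the 13 genes on the left had a log2 fold change at their drawn position, in the exact test with library size only and no filter, and 0 of the 6 genes on the right did. The 6 genes were Tdgf1-ps1, Serpinc1, Tmem79, Gm11772, Klb and Gm37584. They had 13 counts or fewer in each library, and their fitted values were lower with DI. A fall is not established for Tdgf1-ps1, Serpinc1 and Tmem79, with unadjusted p-values of 0.0828, 0.0815 and 0.0745 (edgeR's quasi-likelihood test without a filter). The highest log2 fold change of the 6 genes over the settings run was -0.038. It was that of Serpinc1 on the scale of log2(FPKM + 1), which understates the change of low genes. This argues against another of these settings as the cause. The match of 13 labels on the left argues against gene names exchanged throughout the deposited table. Why the labels on the right differ stays open. With each library left out the values of the right labels moved by over 1.5 times, apart from Tmem79. The right labels other than Tmem79 had 3 counts or fewer in each DI library, so their fitted values are no bound. Tdgf1-ps1 ranged from -5.26 without DI replicate 1 to -1.71 without vehicle replicate 2. Serpinc1 was at -1.05 without vehicle replicate 1, Gm11772 at -2.53 without DI replicate 1, and Klb and Gm37584 at -5.03 and -5.04 without DI replicate 2. Serpinc1 overlaps Zbtb37 and Tmem79 overlaps Glmp on the opposite strand, over 34.4% and 43.9% of their exons, and Tdgf1-ps1 has a copy in Tdgf1 at 98.8% identity, so their counts are uncertain.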
